A study of Arabidopsis thaliana with 12 samples.

How the data were processed

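The data were 12 poly(A)-selected, paired-end Illumina RNA sequencing libraries of Arabidopsis thaliana Col-0 seedlings, 3 for each of DMSO, isoxaben, PEP3 and isoxaben plus PEP3, and the group and replicate number of each library were taken from the labels. The authors deposited 1 table of FPKM for 32833 genes, with gene identifiers, symbols, biotypes, positions and the gene lengths used. The aligner, the counting program, the use of strand, the genome build and the annotation are not given in the sources used here. Columns were matched to libraries by name, and no column of values was left unmatched. Of the gene identifiers, 32548 matched the RefSeq gene table, and 99.9% of these had the same start and end in the TAIR10.1 annotation. Positions are printed as the deposited table gives them.

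The depth was recovered from the deposited FPKM. Every value multiplied by its gene length was a whole multiple of 1 step per library (tolerance 0.01 fragments, 100% of values in each library), which gave between 16995775 and 22793764 fragments per library. The divisor in the deposited values was 0.982 to 1.03 times the summed fragments and followed median-of-ratios factors to within 0.996 to 1.00 times, so that a scaling between libraries was already contained in the values. The recovered fragments were used for depth, for the comparison of replicates and for alternatives, and no count model was used for the main results. Because FPKM values are not counts, changes were tested on the log2 scale.

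The main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 1), with 1 mean per treatment over all 12 libraries and no covariates. Genes with a mean of at least 0.5 FPKM over the 12 libraries were tested, which kept 20248 genes holding at least 99.9% of each library's fragments and left out 12585. The fit had 8 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes under 0.05 were called. The 6 comparisons were each treatment against DMSO, the combined treatment against each single treatment, and the interaction, (both - isoxaben) - (PEP3 - DMSO). Set tests used camera with a correlation of 0.01, with fry and camera with estimated correlations beside it, on 8 lists fixed by gene identifier. Members under the expression threshold were not tested: MYC2 of the jasmonate list and ERF105 of the ethylene list were listed at 0 in all 12 libraries, and NIMIN1, ALD1 and ACS8 had low values. Slopes of effects were set against 100 simulations with additive effects and the fitted spread of each gene, and shared calls against 100 simulations with the same DMSO libraries and one or both treatments unchanged. In these, and in 100 simulations of no change between isoxaben and both treatments, as many genes as had been called were taken from the top of each comparison by p. This rule was chosen after the results were seen. The combined treatment was also tested against the linear sum isoxaben + PEP3 - DMSO in FPKM, with an error carried over from the fitted standard errors. Analyses outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

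The design, the lists and the following rule for named genes were fixed before the data were examined. A panel of 12 genes was reported whatever its values. In addition, for isoxaben against DMSO, PEP3 against DMSO, both against isoxaben and the interaction, the 3 called genes with the highest and the 3 with the lowest log2 change were named, with the further condition for the comparisons of treatments that the libraries of the compared groups did not overlap. Genes named under "Other observations" that the rule does not cover were chosen after their values were seen.

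Alternatives planned in advance were pseudocounts of 0.1 and 0.5, no filter and a filter at a mean of 2 FPKM, TPM, median-of-ratios and quantile scaling, fits of the compared groups only, a change of at least 1 and an adjusted p under 0.01, fits without the trend and with robust variances, the replicate number as a block, voom on the recovered fragments, protein-coding genes only, and leaving out each library in turn. After the data were seen, 5 more were added: removal of each library's trend on GC content and gene length, thinning of all libraries to the smallest total, leaving out genes with a near-identical copy, scaling to the summed fragments, and the linear sum in place of log2 additivity. Near-identical copies were found with BLAST 2.17.0 at a minimum of 95% identity over 50% of the gene, and applied to 1395 genes of the table.

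The steps were tested on simulated data made from the real means and the fitted spread of each gene, with 200 of 20248 genes changed. The single comparisons recovered between 90% and 92.5% of them and the interaction 81%, and false calls were 3.23% to 5.70% of the calls in these tests. The linear sum recovered 75%. The noise was normal on the log2 scale and no fragments were drawn, so these tests do not cover depth or low counts. With 16995775 or more fragments per library, 1 fragment on a gene of 1 kilobase is below 0.1 FPKM, and values of short or low genes rest on few fragments.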

Results

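Gene expression was measured by RNA sequencing in Arabidopsis thaliana Col-0 seedlings that were grown in liquid medium for 10 days and then treated for 6 h. The 4 treatments were a DMSO mock, 600 nM isoxaben, 10 nM PEP3, and 600 nM isoxaben together with 10 nM PEP3. Isoxaben is a herbicide that inhibits cellulose synthesis at the plasma membrane, and PEP3 is a plant elicitor peptide, a short peptide derived from a PROPEP precursor protein and perceived by the receptor kinases PEPR1 and PEPR2. Each treatment had 3 libraries of whole seedlings, so that 12 libraries were compared. The values were FPKM, fragments per kilobase of gene length scaled to the depth of the library, for 32833 genes as deposited by the authors. Multiplying each value by the gene's length gave whole multiples of 1 step per library for 100% of values (tolerance 0.01 fragments), from which the depth was recovered as 16995775 to 22793764 fragments assigned to genes per library. Between 22776 and 23068 genes were above 0 in each library. The gene with the most fragments, RBCS-1A, took between 1.69% and 2.12% of them, and ribosomal RNA genes took between 0.0718% and 0.392%, with the highest share in PEP3 replicate 1. Replicates correlated across genes at 0.986 to 0.991 on the log2 scale, and no pair of replicates agreed within sampling noise, the lowest chi-square per gene for a replicate pair being 4.34.

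Changes were tested with limma on log2(FPKM + 1) for the 20248 genes with a mean of at least 0.5 FPKM, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. All changes are differences on the log2(FPKM + 1) scale, which understates the change of genes with low values. Gene positions are those given in the deposited table, which names no genome build. In a principal component analysis the first component held 51.0% of the variance and separated libraries with isoxaben from those without, and the second held 17.1% and separated libraries with PEP3 from those without. Each of the 12 libraries was closest to the mean of the other libraries of its own treatment.

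**Figure D1:**
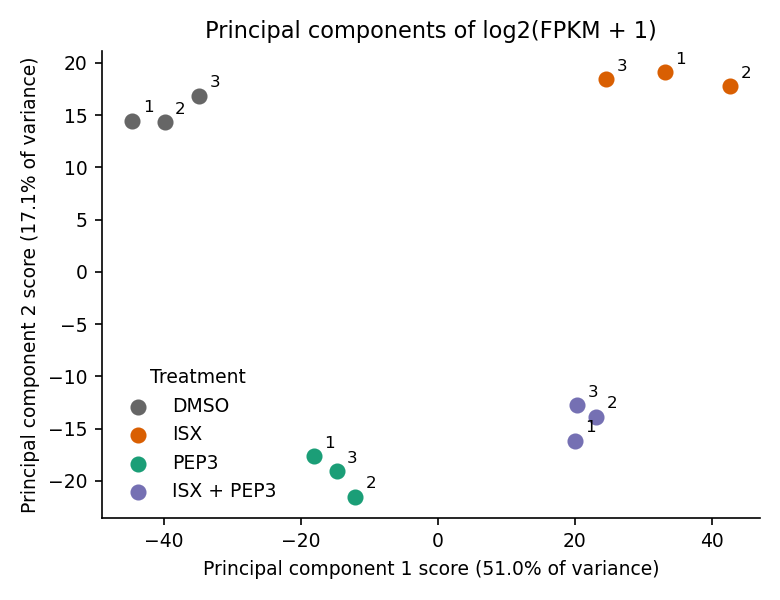
Scores of the 12 libraries on principal component 1 (x axis, 51.0% of the variance) and principal component 2 (y axis, 17.1%) of log2(FPKM + 1), 1 point per library, coloured by treatment and numbered by replicate. The 4 treatments form separate groups, with the isoxaben plus PEP3 libraries between 20.0 and 23.1 on component 1 and the isoxaben libraries between 24.6 and 42.7.

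The comparison of isoxaben with DMSO gives the response to inhibited cellulose synthesis. Of the 20248 genes, 6577 were called, 3503 higher and 3074 lower after isoxaben. The threshold moved this count most: 1070 genes, 914 higher and 156 lower, also changed by at least 1 on the log2 scale. Over all 20248 genes, called or not, the ranges of the 3 isoxaben and 3 DMSO libraries did not overlap for 9150, where chance gives 10%. The share of higher among called genes depended on the scaling, being 53.3% on the deposited values and 42.6% after quantile normalization.

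The 3 largest rises belonged to CYP71A13, FAMT and TAT3. CYP71A13 (AT2G30770, chromosome 2, 13109909 to 13111988), a cytochrome P450 gene, went from 0.528 ± 0.558 FPKM in DMSO to 56.7 ± 38.9 FPKM in isoxaben (mean ± SD, n = 3), a log2 change of 5.08 (SE 0.398, limma adjusted p 4.90e-07). A pseudocount of 0.1 moved this change most, to 6.68. FAMT (AT3G44860, chromosome 3, 16379571 to 16381434) rose from 4.84 ± 3.12 to 169 ± 58.9 FPKM, a log2 change of 5.00 (SE 0.374, limma adjusted p 3.10e-07). TAT3 (AT2G24850, chromosome 2, 10582074 to 10585216) rose from 4.99 ± 1.67 to 139 ± 47.2 FPKM, a log2 change of 4.53 (SE 0.228, limma adjusted p 1.04e-08). The 3 largest falls belonged to AT5G46900, AT5G46890 and AGP13. AT5G46900 (chromosome 5, 19039701 to 19040456) went from 18.5 ± 0.701 to 0.189 ± 0.164 FPKM, a log2 change of -4.05 (SE 0.144, limma adjusted p 6.78e-10). Its neighbour AT5G46890 (chromosome 5, 19036296 to 19036938) went from 28.8 ± 6.69 to 1.80 ± 0.199 FPKM, a log2 change of -3.39 (SE 0.206, limma adjusted p 4.77e-08). AGP13 (AT4G26320, chromosome 4, 13317053 to 13317640) went from 15.0 ± 2.23 to 2.28 ± 1.25 FPKM, a log2 change of -2.35 (SE 0.221, limma adjusted p 2.69e-06). CYP71A13 is 90.5% identical to CYP71A12, FAMT is 91.6% identical over 67.8% of its length to AT3G44870, and AT5G46900 and AT5G46890 are 94.5% identical to each other over the aligned part, so that the division of fragments within these pairs is uncertain. CYP71A13 is also covered over 27.5% of its span by a gene on the opposite strand. The use of strand in counting is not given in the sources used here, so that the treatment of fragments in the covered part is uncertain. Of the protein-coding genes with a symbol, those covered over more than 50% were often listed at 0, while of those covered up to 50%, as CYP71A13 is, 1.55% were, against 6.49% of those not covered.

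The comparison of PEP3 with DMSO gives the response to the peptide alone. It called 2894 genes, 1587 higher and 1307 lower, of which 276 changed by at least 1 on the log2 scale (245 higher and 31 lower). Ranges did not overlap for 6524 of the 20248 genes tested, against 10% by chance. The share of higher among called genes was 54.8% on the deposited values, 50.1% after quantile normalization and 48.0% after removal of each library's trend on GC content and gene length, so that this split has no firm direction. The count depended on single libraries: 1621 genes were called without DMSO replicate 1, 1895 without DMSO replicate 2 and 1642 without PEP3 replicate 2.

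The largest rises after PEP3 belonged to CYP71A12, AT5G39120 and CYP82C2. CYP71A12 (AT2G30750, chromosome 2, 13099486 to 13101371) rose from 2.57 ± 0.754 to 80.6 ± 18.8 FPKM, a log2 change of 4.51 (SE 0.239, limma adjusted p 7.26e-08). AT5G39120 (chromosome 5, 15662582 to 15663527) rose from 1.01 ± 0.341 to 36.0 ± 10.2 FPKM, a log2 change of 4.18 (SE 0.213, limma adjusted p 4.80e-08). CYP82C2 (AT4G31970, chromosome 4, 15462350 to 15464563) rose from 0.108 ± 0.0715 to 19.1 ± 8.82 FPKM, a log2 change of 4.06 (SE 0.288, limma adjusted p 1.11e-06). The largest falls belonged to AT1G06267, AT5G46900 and FAMT. AT5G46900 fell to 3.98 ± 0.971 FPKM (log2 change -1.99, SE 0.144, limma adjusted p 1.38e-06). FAMT fell to 0.307 ± 0.156 FPKM (log2 change -1.97, SE 0.374, limma adjusted p 0.00358). AT1G06267, a small nucleolar RNA gene of 77 bases (chromosome 1, 10308881 to 10308957), went from 7.92 ± 3.16 to 1.44 ± 1.25 FPKM, a log2 change of -2.00 (SE 0.495, limma adjusted p 0.0165) that rested on 11, 16 and 8 fragments in the DMSO libraries and 0, 3 and 3 in the PEP3 libraries. This call was lost with a pseudocount of 0.1 (adjusted p 0.102), without DMSO replicate 2 (0.0731) and without PEP3 replicate 1 (0.0559), and adjusted p over the alternatives run for named genes lay between 0.00709 and 0.102. AT1G06267 overlaps another gene on its own strand and is 97.4% identical to AT1G06237. AT5G39120 is 97.0% identical to AT5G39150, and CYP82C2 is 91.6% identical to AT4G31940, so their values are uncertain in the same way.

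The calls after isoxaben and after PEP3 were then compared with each other. Both called 2098 genes, and 2029 of these (96.7%) changed in the same direction, 1129 higher and 900 lower. Calls made independently of each other would share 940 genes on average. Comparisons with the same DMSO libraries are not independent, so 100 simulations were made in which the same numbers of genes, 6577 and 2894, were taken from the top of each comparison. With both treatments unchanged, 1466 to 1573 genes were shared and 94.3% to 96.6% of them had the same direction. With the isoxaben effects kept and PEP3 unchanged, 1066 to 1164 were shared and 62.3% to 70.1% had the same direction. The number shared and the share in the same direction were thus above both kinds of simulation. With both treatments unchanged, all genes taken were noise, and the shared DMSO libraries alone give most of these the same direction. The share in that simulation therefore does not judge genes that respond. In the simulations planned in advance, with calls at the threshold, unchanged groups shared at most 1 gene. The correlation of the log2 changes across the 20248 genes, which are not independent replicates, was 0.556. Simulated groups without any effects gave 0.483 to 0.526 through the shared DMSO libraries. The data hold effects that these simulations lack, so the comparison does not tell how much of 0.556 comes from the shared libraries. Requiring a change of at least 1 lowered the shared calls to 172. They numbered 1141 without DMSO replicate 1, 1347 without DMSO replicate 2 and 1256 without PEP3 replicate 2. Without DMSO replicate 3 the correlation was 0.602, and without PEP3 replicate 2 it was 0.530.

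The combined treatment was compared with DMSO and with each single treatment. Against DMSO it called 6355 genes, 3431 higher and 2924 lower, of which 881 changed by at least 1 (756 higher and 125 lower). The share of higher calls against DMSO was 54.0% on the deposited values, but 44.4% after quantile normalization and 44.5% after removal of the GC and length trends, so that the majority reversed. Against PEP3 alone it called 1673 genes, 1218 higher and 455 lower, of which 290 changed by at least 1 (269 higher and 21 lower). Without the second library of the combined treatment the latter count was 1011. The share of higher calls against PEP3 alone was 72.8% on the deposited values and 62.5% after quantile normalization. Ranges did not overlap for 9146 of the 20248 genes tested against DMSO and for 5356 against PEP3 alone, where chance gives 10%.

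What PEP3 changed in isoxaben-treated seedlings was given by the combined treatment against isoxaben alone. It called 1501 genes, 673 higher and 828 lower, of which 187 changed by at least 1 (70 higher and 117 lower). The share of higher calls was 44.8% on the deposited values, 39.8% under TPM scaling and 49.2% after removal of the GC and length trends, where the excess of lower calls nearly vanished. Ranges did not overlap for 5086 of the 20248 genes tested, where 10% would by chance. Fitting only the libraries of these treatments gave 931 genes. The count was 881 without isoxaben replicate 1, 944 without replicate 2 of the combined treatment and 894 without its replicate 3. Of the 3503 genes that isoxaben raised, 572 were lower and 150 higher with PEP3 added. Of the 3074 genes that isoxaben lowered, 280 were higher and 48 lower with PEP3 added. Both comparisons use the same isoxaben libraries with opposite sign, which alone gives such a split. In 100 simulations in which PEP3 changed nothing in isoxaben-treated seedlings, with the same numbers of genes taken from the top, 58.3% to 69.8% of the raised genes were lower, against 79.2% observed. Of the lowered genes 64.5% to 76.8% were higher in the simulations, against 85.4% observed.

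The largest rises on adding PEP3 to isoxaben belonged to CYP82C2, from 0.429 ± 0.409 to 24.8 ± 3.18 FPKM (log2 change 4.21, SE 0.288, limma adjusted p 3.33e-06), and AT5G39120, from 1.79 ± 0.740 to 41.5 ± 5.62 FPKM (log2 change 3.95, SE 0.213, limma adjusted p 6.23e-07). The next was AT5G39110 (chromosome 5, 15657697 to 15658632), from 3.19 ± 0.414 to 36.4 ± 5.19 FPKM (log2 change 3.15, SE 0.163, limma adjusted p 6.23e-07), a neighbour that is 94.7% identical to AT5G39120. CYP71A13 fell to 5.36 ± 0.847 FPKM (log2 change -2.97, SE 0.398, limma adjusted p 0.000689). NATA1 (AT2G39030, chromosome 2, 16298110 to 16299205) went from 103 ± 77.5 to 11.7 ± 5.77 FPKM, a log2 change of -2.87 (SE 0.434, limma adjusted p 0.00154). ABCG40 (AT1G15520, chromosome 1, 5331858 to 5338326) went from 42.0 ± 18.4 to 5.61 ± 0.623 FPKM, a log2 change of -2.62 (SE 0.231, limma adjusted p 2.82e-05). CYP71A13, NATA1 and ABCG40 were not called after PEP3 alone, with limma adjusted p of 0.862, 0.765 and 0.715.

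**Figure D2:**
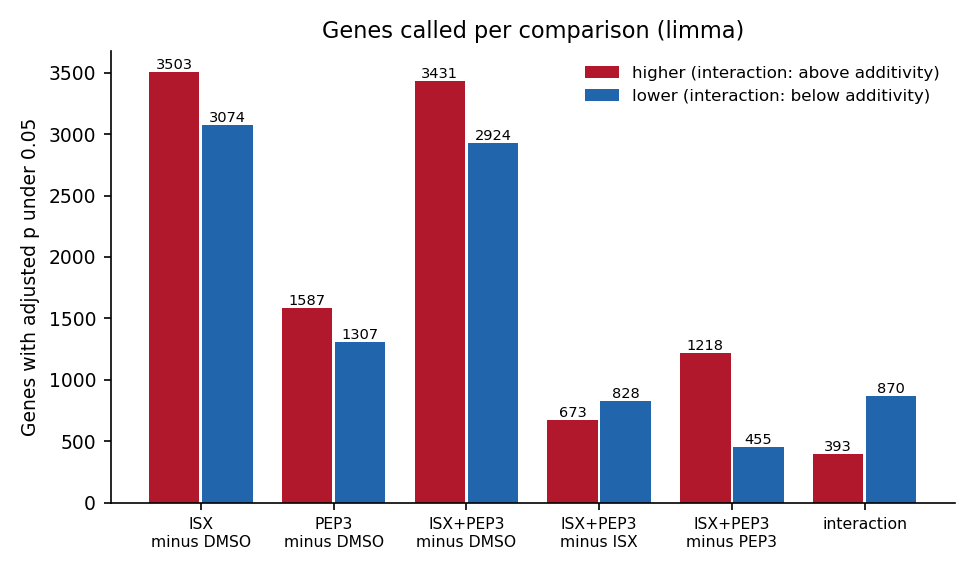
Number of genes with a limma adjusted p under 0.05 (y axis) in each comparison (x axis), red bars for higher and blue bars for lower, or above and below additivity for the interaction. Isoxaben against DMSO called 3503 genes higher and 3074 lower, and the interaction called 393 above and 870 below.

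Whether the treatments acted additively was tested as the interaction on the log2 scale, the PEP3 effect with isoxaben minus the PEP3 effect without it. The interaction called 1263 genes, 393 above and 870 below additivity, of which 303 differed by at least 1 (19 above and 284 below). The share above additivity was 31.1% on the deposited values, 24.2% under TPM scaling and 41.3% after removal of each library's trend on GC content and gene length. It was 6.27% among genes that differed by at least 1, 15.8% at an adjusted p under 0.01, and between 21.1% (without DMSO replicate 1) and 36.0% (without PEP3 replicate 1) when 1 library was left out. The count was 662 without DMSO replicate 1, 743 without DMSO replicate 2, 795 without isoxaben replicate 2, 683 without PEP3 replicate 2 and 739 without replicate 3 of the combined treatment. Of the 870 genes below additivity, 534 had been raised by both single treatments and 321 by isoxaben but not PEP3. Of the 393 above, 238 had been lowered by both and 142 by isoxaben but not PEP3. In the group of 534 the median log2 change was 1.28 after isoxaben, 0.63 after PEP3 and 1.13 after both. In the group of 321 the medians were 1.26, 0.17 and 0.64. Tested instead against the linear sum of the single effects in FPKM, the combined treatment differed for 688 genes, 626 below and 62 above.

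The 3 interactions farthest below additivity belonged to AIG1, NATA1 and CYP71A13. AIG1 (AT1G33960, chromosome 1, 12346138 to 12348733) had 1.53 ± 0.259 FPKM in DMSO, 60.7 ± 25.8 in isoxaben, 6.83 ± 1.25 in PEP3 and 18.9 ± 0.528 in both, an interaction of -3.17 (SE 0.323, limma adjusted p 0.000251). The interaction was -3.13 for NATA1 (SE 0.614, limma adjusted p 0.00991) and -3.11 for CYP71A13 (SE 0.562, limma adjusted p 0.00640). With a pseudocount of 0.1 the CYP71A13 interaction missed the threshold (adjusted p 0.0529), and its adjusted p over the alternatives run for named genes lay between 0.000960 and 0.0529. The 3 farthest above belonged to AT1G28930, AT5G46900 and AT5G46890. AT5G46900 and AT5G46890 had interactions of 2.02 (SE 0.204, limma adjusted p 0.000245) and 1.54 (SE 0.291, limma adjusted p 0.00822). Both were already at 0.189 and 1.80 FPKM after isoxaben alone and stood at 0.207 and 1.39 FPKM after both. AT1G28930, a transfer RNA gene of 72 bases (chromosome 1, 10106090 to 10106161), had an interaction of 2.11 (SE 0.456, limma adjusted p 0.0163) that rested on at most 5 fragments per library. AT1G28930 is 100% identical to AT1G28740 and lies wholly opposite another gene.

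The effect of each treatment was smaller in the presence of the other. Over the 6577 genes called after isoxaben, the least-squares slope through 0 of the isoxaben effect with PEP3 on the effect without was 0.456. In 100 simulations with effects that add on the log2 scale the slope lay between 0.906 and 0.931. Over the 2894 genes called after PEP3 the slope of the PEP3 effect was 0.333, against 0.821 to 0.866 in the simulations. The isoxaben slope was 0.474 over raised and 0.385 over lowered genes, and the PEP3 slope was 0.327 and 0.352. Restriction to genes changed by at least 1 raised the slopes to 0.481 and 0.411.

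**Figure D3:**
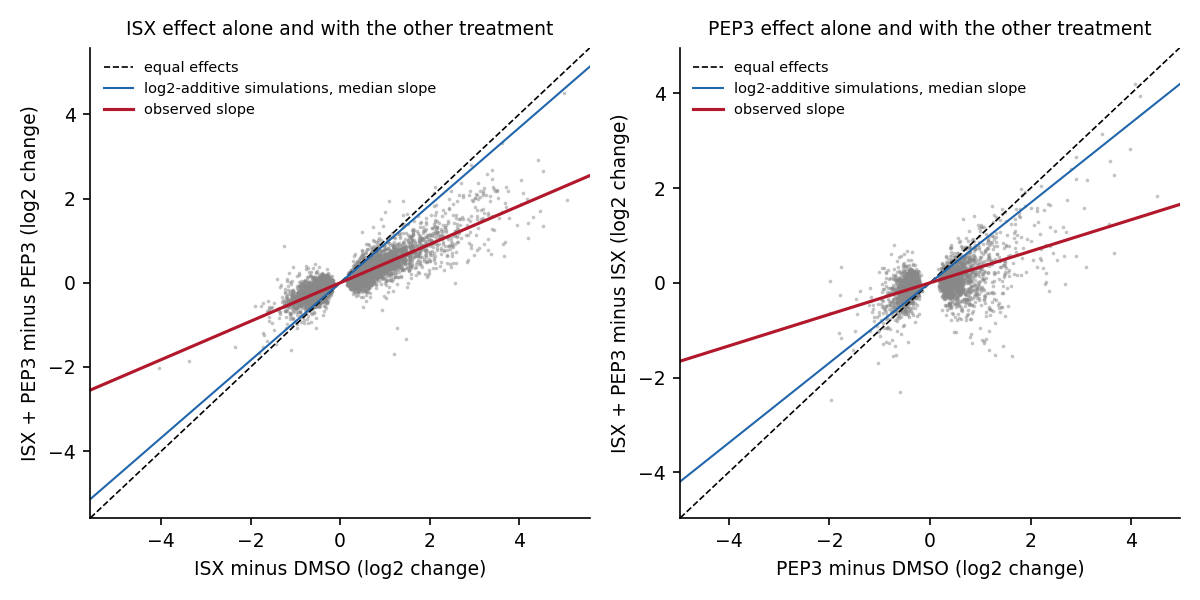
Log2 change after isoxaben with PEP3 (y axis) against without PEP3 (x axis) on the left, and the log2 change after PEP3 with and without isoxaben on the right, 1 point per called gene. The red lines have the observed slopes of 0.456 and 0.333, the blue lines the median slopes of 0.920 and 0.845 from simulations with effects additive on the log2 scale, and the dashed lines mark equal effects.

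A panel of 12 genes was followed whatever its values, beginning with the peptide receptors and precursors. PEPR1 (AT1G73080, chromosome 1, 27484240 to 27488204) had 4.14 ± 0.458 FPKM in DMSO, 11.8 ± 1.99 in isoxaben, 4.49 ± 0.291 in PEP3 and 7.84 ± 0.743 in both (mean ± SD, n = 3). Its change after isoxaben was 1.30 (SE 0.120, limma adjusted p 2.15e-06), which a pseudocount of 0.1 moved most, to 1.47. PEPR1 was lower in both than in isoxaben (log2 change -0.52, SE 0.120, limma adjusted p 0.0193), but not without isoxaben replicate 1 (adjusted p 0.0796) or replicate 2 (0.0713), nor without replicate 1 (0.0735) or 3 (0.0538) of the combined treatment. Its interaction of -0.62 (SE 0.169, limma adjusted p 0.0479) lay at the threshold, and it missed the threshold in 10 of the 12 fits that left out 1 library, in all except those without DMSO replicate 3 or isoxaben replicate 3, with an adjusted p of 0.114 without isoxaben replicate 2. PEPR2 (AT1G17750, chromosome 1, 6106323 to 6110120) had 1.03 ± 0.167, 5.51 ± 1.09, 1.05 ± 0.359 and 2.16 ± 0.252 FPKM in the same order, was lower in both than in isoxaben (log2 change -1.03, SE 0.154, limma adjusted p 0.00141) and had an interaction of -1.04 (adjusted p 0.0143). Genes on the opposite strand cover 20.12% of PEPR2, and how fragments there were counted is not known.

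PROPEP1 (listed as PEP1, AT5G64900, chromosome 5, 25937078 to 25938176) had 2.99 ± 0.0942 FPKM in DMSO, 6.60 ± 0.939 in isoxaben, 3.93 ± 0.392 in PEP3 and 7.41 ± 0.963 in both. It was called after isoxaben (log2 change 0.92, SE 0.115, limma adjusted p 3.60e-05) but neither after PEP3 (adjusted p 0.108) nor for the interaction (0.661). PROPEP2 (listed as PEP2, AT5G64890, chromosome 5, 25934568 to 25935612) had 0.497 ± 0.199, 8.54 ± 2.98, 4.63 ± 1.00 and 9.98 ± 2.19 FPKM. PROPEP3 (listed as PEP3, AT5G64905, chromosome 5, 25939562 to 25940080) had 1.23 ± 0.555, 16.4 ± 2.23, 15.5 ± 3.06 and 25.1 ± 6.30 FPKM. PROPEP2 and PROPEP3 were called after isoxaben (log2 changes 2.64 and 2.98) and after PEP3 (1.90 and 2.90), with interactions of -1.68 (SE 0.297, limma adjusted p 0.00570) and -2.33 (SE 0.282, limma adjusted p 0.000652). Neither was called between both treatments and isoxaben alone, with limma adjusted p of 0.589 and 0.107.

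Among the other panel genes, JAZ10 (AT5G13220, chromosome 5, 4218786 to 4221077) had 2.13 ± 0.338 FPKM in DMSO, 29.3 ± 5.26 in isoxaben, 1.40 ± 0.0999 in PEP3 and 9.11 ± 0.585 in both. It was lower in both than in isoxaben (log2 change -1.57, SE 0.124, limma adjusted p 1.05e-05), with an interaction of -1.19 (SE 0.175, adjusted p 0.00228). Its fall after PEP3 alone (log2 change -0.38, adjusted p 0.0570) missed the threshold and passed it without isoxaben replicate 2 (0.0395) or 3 (0.0247), with pseudocounts of 0.1 (0.0185) and 0.5 (0.0330), with a filter at a mean of 2 FPKM (0.0496) and under quantile normalization (0.0398), over a range of 0.0185 to 0.198. FRK1 (listed as SIRK, AT2G19190, chromosome 2, 8326049 to 8329944) had 1.83 ± 0.102, 11.7 ± 1.94, 5.94 ± 0.0804 and 13.7 ± 2.78 FPKM, and an interaction of -1.08 (SE 0.187, limma adjusted p 0.00513). ICS1 (listed as EDS16, AT1G74710, chromosome 1, 28070295 to 28074177) had 4.20 ± 0.774, 10.2 ± 2.40, 4.11 ± 0.837 and 7.33 ± 0.242 FPKM. ICS1 was called after isoxaben (log2 change 1.09, SE 0.164, limma adjusted p 0.000167) but not between both and isoxaben (adjusted p 0.169), except without isoxaben replicate 3 (0.0298). PR1 (AT2G14610, chromosome 2, 6241640 to 6242541) had 0.273 ± 0.211, 1.71 ± 0.719, 2.30 ± 0.734 and 2.11 ± 1.72 FPKM. Its calls after isoxaben (log2 change 1.07, adjusted p 0.0232) and PEP3 (1.36, adjusted p 0.0147) depended on single libraries. The former was lost without DMSO replicate 2 (0.0669), DMSO replicate 3 (0.0696) or isoxaben replicate 1 (0.0957), and the latter without DMSO replicate 2 (0.0507), PEP3 replicate 2 (0.0627) or PEP3 replicate 3 (0.0541). With 1 library left out, the log2 change stayed between 0.870 and 1.24 after isoxaben and between 1.26 and 1.56 after PEP3. The PR1 interaction (-1.28, adjusted p 0.131) passed the threshold only without replicate 3 of the combined treatment (0.0280).

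The cellulose synthase genes CESA3 (AT5G05170, chromosome 5, 1530132 to 1535558) and CESA6 (AT5G64740, chromosome 5, 25881033 to 25886728) and the receptor kinase gene THE1 (AT5G54380, chromosome 5, 22077040 to 22080341) were not called after isoxaben, with limma adjusted p of 0.594, 0.851 and 0.718. CESA3 had 76.4 ± 0.889 FPKM in DMSO and 79.1 ± 0.579 in isoxaben, CESA6 49.7 ± 1.14 and 50.3 ± 1.63, and THE1 9.64 ± 0.414 and 9.26 ± 0.527. CESA6 was lower after PEP3, at 43.2 ± 1.22 FPKM (log2 change -0.20, SE 0.0609, limma adjusted p 0.0468), a call that 10 of the 12 fits without 1 library lost, in all except those without isoxaben replicate 2 or replicate 1 of the combined treatment, with an adjusted p of 0.143 without PEP3 replicate 2. A gene on the opposite strand covers 3.10% of JAZ10, 4.49% of FRK1 and 1.36% of CESA3. In the 12-gene panel 9 genes were called after isoxaben and 5 after PEP3 over all genes tested, against 9 and 7 adjusted over the list alone, PROPEP1 and JAZ10 being added. For both against isoxaben the counts were 3 and, adjusted over the list alone, 4 with PROPEP3. For both against DMSO they were 9 and 9, for both against PEP3 7 and 9 with PROPEP3 and CESA6, and for the interaction 6 and 7 with PR1.

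**Figure D4:**
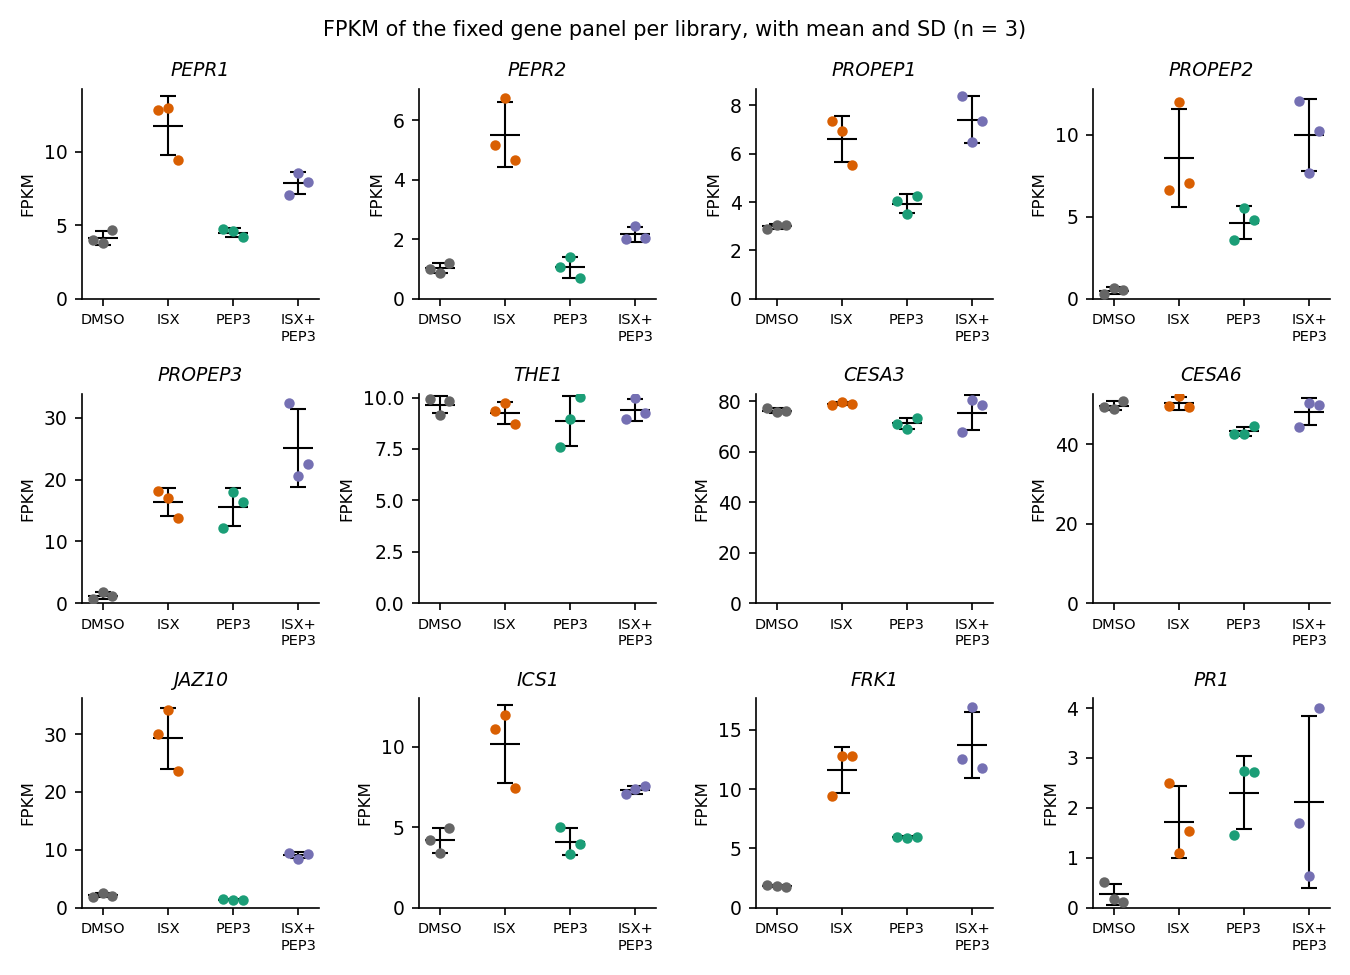
FPKM (y axis, from 0) of the 12 panel genes in each treatment (x axis), 1 point per library, with the mean as a horizontal line and the SD as whiskers (n = 3). JAZ10 stands at 29.3 FPKM after isoxaben and at 9.11 FPKM with PEP3 added, while PROPEP3 stands at 16.4 and 25.1 FPKM.

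Gene sets fixed in advance were tested with camera in limma at a preset correlation of 0.01, adjusted over 8 sets and 4 comparisons. After isoxaben 6 sets rose. The median log2 change was 2.10 for 21 jasmonate genes (camera adjusted p 2.24e-16), 2.38 for 14 genes of pattern-triggered immunity (2.86e-14), 1.55 for 14 ethylene genes (5.60e-11), 1.19 for 14 salicylic acid genes (5.60e-11), 0.98 for 12 PEP perception genes (1.27e-06) and 0.72 for 19 lignin and phenylpropanoid genes (6.46e-07). The sets of primary wall cellulose synthesis (10 genes, median 0.01, camera adjusted p 0.590) and of the mitotic cell cycle (15 genes, median -0.12, 0.191) were not called, although the latter was called without isoxaben replicate 3 (0.0329). Over all genes tested 19 jasmonate genes were called higher, and 19 when adjusted over the list alone. The corresponding counts were 13 and 13 for pattern-triggered immunity, 13 and 13 for ethylene, 14 and 14 for salicylic acid, 9 and 9 for PEP perception, and 14 and 14 for lignin, which also had 2 genes lower.

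The choice of set test moved these calls most. With the correlation estimated per set, the jasmonate adjusted p after isoxaben was 0.0859, and of all comparisons only salicylic acid, pattern-triggered immunity and ethylene after isoxaben stayed called (0.0387 each). Under the rotation test fry all camera calls held except jasmonate after PEP3 (0.124) and lignin for both against isoxaben (0.0676).

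After PEP3 alone the jasmonate set fell slightly, with a median of -0.22 (camera adjusted p 0.000385) and 5 genes called lower, 8 adjusted over the list alone. The mitotic set fell as well (median -0.32, camera adjusted p 9.08e-06, 5 genes lower and 7 adjusted over the list alone), as did the cellulose set (median -0.13, 0.00825, 2 genes lower and 2 over the list alone). The other sets rose, with medians of 0.69 for pattern-triggered immunity (6.46e-07), 0.49 for salicylic acid (2.63e-05), 0.34 for lignin (3.48e-05), 0.22 for ethylene (0.00127) and 0.16 for PEP perception (0.00471).

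Between both treatments and isoxaben alone the jasmonate set showed the largest fall of the 8 sets, with a median of -1.06 (camera adjusted p 1.48e-23). All 21 genes were lower, 18 were called, and 19 were called when adjusted over the list alone. The medians of pattern-triggered immunity (-0.37, camera adjusted p 0.000354) and of the mitotic set (-0.24, 3.48e-05) were smaller. The calls of 4 further sets depended on single libraries. The salicylic acid set (median -0.16, adjusted p 0.0247) was lost without isoxaben replicate 1 (0.0696) or 2 (0.125) and without replicate 1 (0.110) or 2 (0.0517) of the combined treatment. The lignin set (-0.08, 0.0160) was lost without isoxaben replicate 2 (0.129) or replicate 1 of the combined treatment (0.0691). The ethylene set (-0.10, 0.00658) and the cellulose set (-0.15, 0.00588) were lost without replicate 1 of the combined treatment (0.0600 and 0.0845). The PEP perception set was not called (-0.05, 0.132), except without isoxaben replicate 3 (0.0234).

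For the interaction the same 6 sets that rose after isoxaben lay below additivity. The medians were -1.13 for pattern-triggered immunity (camera adjusted p 1.17e-11), -0.74 for salicylic acid (3.14e-07), -0.72 for jasmonate (5.60e-11), -0.51 for lignin (1.82e-06), -0.34 for PEP perception (3.48e-05) and -0.33 for ethylene (4.50e-06). The called genes numbered 10, 6, 12, 10, 5 and 4, and 11, 9, 16, 11, 5 and 7 when adjusted over the list alone. The cellulose and mitotic sets were not called (adjusted p 0.906 and 0.458), and for the cellulose set the median of -0.01 and camera differed in direction.

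**Figure D5:**
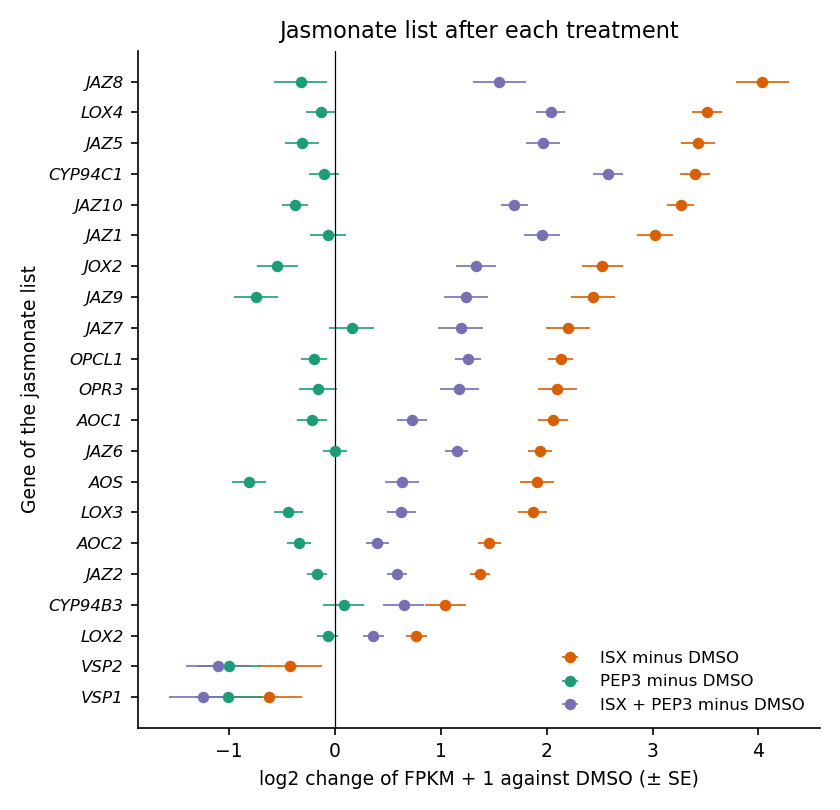
Log2 change against DMSO (x axis, FPKM + 1) of the 21 jasmonate genes (y axis) after isoxaben, PEP3 and both, with points for the estimate and whiskers for the standard error. The 19 genes called higher after isoxaben have a median change of 2.13 after isoxaben, -0.20 after PEP3 and 1.19 after both.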

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

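Of the tests below, the tests of the linear sum within each of the classes of genes were chosen after their results were seen, and the thinning, GC content and length, near-identical gene, summed-fragment and linear-sum alternatives were added after the data were seen.

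The results below are listed because the effect of one treatment differed with and without the other in a test of the difference itself. The interaction called 1263 genes, 870 of them below additivity on the log2 scale. The count was 662 without DMSO replicate 1, 743 without DMSO replicate 2, 795 without isoxaben replicate 2, 683 without PEP3 replicate 2 and 739 without replicate 3 of the combined treatment. Technical explanations were weighed first. With all libraries thinned to the smallest total 1244 genes were called, which argues against depth. With each library's trend on GC content and gene length removed 1352 were called, 559 above and 793 below additivity. The share above was then 41.3%, against 31.1% on the deposited values. Without genes that have a near-identical copy 1269 were called, and such genes made up 16 of the 1263 calls, 1.27% against 1.21% of the genes tested. Of the scalings tried, scaling to summed fragments was farthest from the reported count and called 1240. All 12 libraries were closest to their own group, which argues against an exchange of labels. These values argue against depth, GC content, near-identical genes, scaling or a mislabelled library as the whole cause of the number of calls. GC content and gene length stay open as a source of part of the excess below additivity. Among 100 groupings of the 12 libraries into 4 groups of 3, the real one included, 3 gave as many calls, a share of under 0.05. Such groupings mix treatments with large effects of their own and do not stand for libraries without an interaction, so this share is weak evidence against chance. The other groupings with more calls, 3232 and 5869, both kept the 3 DMSO libraries together, which 5 of the 99 random groupings did.

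Effects that simply add in FPKM fall below additivity on the log2 scale, so this scale was examined as a source of the interaction. In 100 simulations with effects that add in FPKM, 290 to 369 genes were called for the interaction, fewer than the 1263 observed. The simulated data used to test the linear sum gave more such calls, 550, also fewer than observed. In the 100 simulations at most 3 of the calls below log2 additivity also lay below the linear sum. In the data 66.0% of the 870 genes below log2 additivity did. Of the 534 genes raised by both treatments 265 lay below the linear sum, against at most 2 in the simulations, and of the 321 genes raised by isoxaben but not PEP3 295 did, against at most 1. Linear additivity is therefore argued against as the whole cause in both classes, although it stays open for single genes that were not below the linear sum. A shared ceiling that limits the responses would be a hypothesis for genes raised by both, whose median change was 1.13 after both and 1.28 after isoxaben. A ceiling would not lower a gene under its level after isoxaben alone. Of the 534 genes 91 were called lower in both than in isoxaben and 49 higher (median -0.16). The selection of these genes favours lower values, so that these calls do not decide against a ceiling. Of the 321 genes raised by isoxaben only 249 were called lower on adding PEP3. Both classes were selected on the interaction and on the same isoxaben libraries, which favours lower values, so a damping of the isoxaben response by the peptide is only a hypothesis for these. Differences in uptake of isoxaben or in timing of the responses were not tested. Nor was a shift particular to the DMSO libraries, which enter both single effects.

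The same difference showed in the slopes. The isoxaben effect with PEP3 had a slope of 0.456 on the effect without, and the PEP3 effect a slope of 0.333. The lowest slopes in simulations with effects that add in FPKM were 0.873 and 0.724, so that linear additivity and the selection of called genes are argued against as the whole cause of either slope. A weaker response of either pathway once the other is active stays open as an untested biological explanation.

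The sets below additivity had median interactions of -1.13 for pattern-triggered immunity, -0.74 for salicylic acid, -0.72 for jasmonate, -0.51 for lignin and phenylpropanoid, -0.34 for PEP perception and -0.33 for ethylene. None of these kept its call with the correlation estimated per set, where the lowest adjusted p was 0.0531 for pattern-triggered immunity over the interaction tests, while fry called all 6. Among the sets that isoxaben raised, the jasmonate set lay apart from its matched lists in the comparison of both treatments with isoxaben. Its median there was -1.06 on the deposited values, and of the other scalings the one closest to 0, scaling to summed fragments, also gave -1.06. Of its 19 genes raised by isoxaben 17 lay below the linear sum. Random lists of genes matched on the isoxaben effect and on mean expression had a median of -0.37, with 95% of 10000 lists between -0.65 and -0.14, and none as low as the jasmonate list. These tests argue against scaling, linear additivity and a general weakening of isoxaben-induced genes as the whole cause, and a suppression of jasmonate signalling by the peptide is consistent with the values as a hypothesis. In the same comparison the other 5 sets that isoxaben raised lay between the percentiles 63.9 and 95.2 of their own matched lists. The mitotic set (median -0.24, matched median 0.02, percentile 0) and the cellulose set (-0.15, 0.02, 0.07), which isoxaben did not raise, also fell below theirs, so that a fall below matched lists was not confined to jasmonate genes. The jasmonate list holds genes that respond to jasmonate and to each other, so that the 21 genes do not count as independent evidence.

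Among panel genes the interactions were -0.62 for PEPR1, -1.04 for PEPR2, -1.68 for PROPEP2, -2.33 for PROPEP3, -1.19 for JAZ10 and -1.08 for FRK1. These 6 genes do not share a pattern across the groups. PEPR1, PEPR2 and JAZ10 were not called after PEP3 and were lower in both treatments than in isoxaben, although JAZ10 was called lower after PEP3 in 6 of the alternatives, among them those without isoxaben replicate 2 (limma adjusted p 0.0395) or 3 (0.0247), over a range of 0.0185 to 0.198, while PROPEP2, PROPEP3 and FRK1 were raised by each treatment and were not called between both and isoxaben. The PEPR1 interaction (limma adjusted p 0.0479) missed the threshold in 10 of the 12 fits without 1 library, all but those without DMSO replicate 3 or isoxaben replicate 3, reaching 0.114 without isoxaben replicate 2, and is not a firm result. PEPR1 was also not called lower in both than in isoxaben without isoxaben replicate 1 (0.0796) or 2 (0.0713), or without replicate 1 (0.0735) or 3 (0.0538) of the combined treatment.

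Of the genes named for their interaction, AIG1 (-3.17), NATA1 (-3.13) and CYP71A13 (-3.11) lay farthest below additivity. NATA1 and CYP71A13 varied widely between the isoxaben libraries (SD 77.5 and 38.9 FPKM around means of 103 and 56.7), and CYP71A13 missed the threshold with a pseudocount of 0.1 (adjusted p 0.0529, with a range of 0.000960 to 0.0529 over its alternatives). AT5G46900 (2.02) and AT5G46890 (1.54) lay above additivity and were near the floor after isoxaben with or without PEP3. With so little left to lose, a floor could account for their interaction, but this was not tested separately. The AT5G46900 interaction was 2.17 with a pseudocount of 0.5 and 2.53 with one of 0.1, which does not decide it. The AT1G28930 interaction (2.11) rested on at most 5 fragments per library in a transfer RNA gene with an identical copy, so that shared fragments or counting noise cannot be excluded.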

How the results depend on the processing

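The alternatives added after the data were seen were the removal of GC and length trends, thinning, leaving out near-identical genes, scaling to summed fragments and the linear sum. The count of called genes in each comparison was recomputed under every alternative that applies to it, and shared calls and slopes under fewer. Named genes and sets were recomputed under the pseudocounts, filters, scalings, the replicate block and each library left out, and sets also with the other set tests. They were not recomputed with stricter thresholds, voom, thinning, GC and length trends removed, the other variance models, protein-coding genes only, compared groups only or near-identical genes left out. No called gene, set or slope reversed where it was recomputed. Across the alternatives 178 counts of calls stayed within 1.5 times the reported count and 29 moved further, and all 42 recomputed slopes stayed outside the simulated range. For named genes 1458 results kept their side of the threshold and, where called, their direction, 41 lost their call and 8 gained one. Some results that were not called changed sign, as ICS1 after PEP3 did, from -0.027 to 0.084 without PEP3 replicate 2. For sets 700 kept their side of the threshold and, where called, their direction. A call was lost by 34 and gained by 2, most of the losses (24) under camera with estimated correlations. Medians without a call could change sign, as for PEP perception between both and isoxaben, from -0.052 to 0.0069 without isoxaben replicate 2.

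Stricter thresholds moved counts by construction. Requiring a log2 change of at least 1 gave 1070 genes for isoxaben against DMSO, 276 for PEP3 against DMSO, 881 for both against DMSO, 187 for both against isoxaben, 290 for both against PEP3, 303 for the interaction and 172 shared calls. An adjusted p under 0.01 gave 1327 for PEP3, 4078 for both against DMSO, 537 for both against isoxaben, 835 for both against PEP3 and 405 for the interaction. Fitting only the compared groups gave 931 genes for both against isoxaben, with fewer libraries to estimate the spread. The linear sum in place of log2 additivity called 688 genes, 62 above and 626 below.

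Leaving out each library in turn gave 5258 to 6605 genes for isoxaben against DMSO, 1621 to 3065 for PEP3 against DMSO, 4873 to 6483 for both against DMSO, 881 to 1483 for both against isoxaben, 1011 to 1920 for both against PEP3, 662 to 1500 for the interaction and 1141 to 2161 shared calls. The slopes lay between 0.431 and 0.479 for isoxaben and between 0.280 and 0.387 for PEP3. For PEP3 against DMSO the count was 1621 without DMSO replicate 1, 1895 without DMSO replicate 2 and 1642 without PEP3 replicate 2, and for shared calls it was 1141, 1347 and 1256. For the interaction it was 662, 743 and 683 without the same libraries, 795 without isoxaben replicate 2 and 739 without replicate 3 of the combined treatment. For both against isoxaben it was 881 without isoxaben replicate 1, 944 without replicate 2 and 894 without replicate 3 of the combined treatment, and for both against PEP3 1011 without replicate 2 of the combined treatment. Each such fit left 2 libraries in 1 group. The cause of the differences between libraries was not tested.

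Scaling moved the split of higher and lower calls more than the counts. The share of higher calls for isoxaben against DMSO was 53.3%, 42.6% after quantile normalization and 42.4% after removal of GC and length trends. For PEP3 against DMSO it was 54.8%, 50.1% and 48.0%, and for both against DMSO 54.0%, 44.4% and 44.5%, in the same order. For both against isoxaben it was 44.8%, 48.2% and 49.2% in that order, and 39.8% under TPM scaling. For both against PEP3 it was 72.8%, and 62.5% after quantile normalization, 62.5% after scaling to summed fragments and 62.7% after removal of the trends. For the interaction the share above additivity was 31.1%, 24.2% under TPM scaling, 28.5% after scaling to summed fragments and 41.3% after removal of the trends. The largest shift of the median of all genes by a scaling was 0.0579 on the log2 scale. Median-of-ratios scaling changed the values little, since the deposited values already contained a similar scaling, and says nothing about stability.

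The replicate number was tried as a block, and the counts with the replicate block were 6380, 2751, 6153, 1405, 1622 and 1173 genes for the 5 comparisons and the interaction and 1992 shared calls, with slopes of 0.455 and 0.327. With the replicate block the adjusted p was 0.0686 for the PEPR1 interaction and 0.0561 for CESA6 after PEP3, which were not called then. Deviations of libraries with the same number correlated at -0.11 to 0.103 across genes (median 0.00250), like those of other pairs (-0.10 to 0.123), so that the numbers do not pair the libraries.

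Calls near the threshold changed most often. The PEPR1 interaction was lost with a pseudocount of 0.1 (adjusted p 0.0511), without a filter (0.0813) and under quantile normalization (0.0551), and CESA6 after PEP3 under TPM scaling (0.0677) and scaling to summed fragments (0.0604). Voom on the recovered fragments called 6912, 3053, 6633, 1840, 1894 and 1596 genes for the 5 comparisons and the interaction. Depth limits short and low genes most, as for AT1G06267 and AT1G28930, which rested on at most 16 and 5 fragments per library.

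In each of the 5 comparisons of treatments, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the others gave at most 2. With 3 libraries against 3 the share cannot fall under 0.1, so that chance cannot be excluded by this count.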

Other observations

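The tests of strand coverage, of shared fragments between CYP71A12 and CYP71A13, and of protein families and tubulin genes were chosen after the results were seen, while the limma comparisons and the camera tests were planned.

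Protein-coding genes that lie wholly opposite another gene were often listed at 0 in all 12 libraries. Among protein-coding genes with a symbol, 82 of the 108 that were wholly covered by genes on the opposite strand stood at 0 (75.9%), against 668 of the 10287 that were not covered (6.49%, Fisher's exact test, 2-sided, p 4.07e-72). Between these, 53 of the 212 genes covered over more than 50% but not wholly stood at 0. Genes covered up to 50% went the other way, with 45 of 2895 at 0 (1.55%) and a median of 10.5 FPKM against 7.30 for genes not covered. MYC2 (AT1G32640, chromosome 1, 11798119 to 11801407) was covered over 98.5% by genes on the opposite strand, and ERF105 (AT5G51190, chromosome 5, 20800473 to 20801437) was wholly covered. Both were listed at 0 in every library. A candidate explanation is that the authors' counting ignored strand and left out fragments that overlap genes on both strands. Whether the covering genes took up such fragments stays open. Of the genes opposite each, the highest mean was that of AT1G32630 for MYC2, at 0.461 FPKM, and of AT5G51180 for ERF105, at 8.01 FPKM. Over the 82 genes the median of this highest mean was 1.20 FPKM. Genes opposite another gene that are truly silent stay open as a partial explanation. If the explanation holds, the level of genes covered over more than 50%, such as CCR1 (81.2%), could be understated. The table shows no loss for genes covered up to 50%, such as CYP71A13 (27.5%) and PEPR2 (20.12%), although it does not test these genes singly.

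CYP71A12 and CYP71A13, neighbours on chromosome 2 that are 90.5% identical, moved apart. CYP71A12 had 2.57 FPKM in DMSO, 37.1 in isoxaben, 80.6 in PEP3 and 128 in both, and CYP71A13 had 0.528, 56.7, 0.684 and 5.36 FPKM. From isoxaben to both, CYP71A12 rose by 1.83 on the log2 scale (SE 0.239, limma adjusted p 0.000616) while CYP71A13 fell (-2.97, adjusted p 0.000689). Fragments shared between the neighbours would tie CYP71A13 to CYP71A12. In the PEP3 libraries CYP71A13 reached at most 1.35% of the CYP71A12 value, which argues against shared fragments as the source of its level after isoxaben. Isoxaben alone also raised CYP71A12 (log2 change 3.37, limma adjusted p 1.98e-07), so that a response to isoxaben does not set the pair apart. That PEP3 limits the response of CYP71A13 to isoxaben remains a hypothesis. No biological explanation was tested.

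Tubulin genes were lower after treatment. The family was singled out after 185 protein families of the deposited table had been tested in each comparison and direction (2220 Fisher's exact tests, 1-sided). These tests count the genes of a family as independent, although all were measured in the same libraries and may vary together. Their p-values therefore do not measure the spread between libraries. Of 20 tubulin genes 15 were called lower after both treatments than after DMSO (75%, against 13.2% of all genes with a listed family, adjusted p 2.74e-07), with a median log2 change of -0.29. After PEP3 9 were lower (median -0.18, adjusted p 9.68e-05) and after isoxaben 8 (median -0.19, adjusted p 0.1, not called). These counts moved with the processing, as after PEP3 8 were lower under TPM scaling and with summed fragments and 6 under quantile normalization. After isoxaben 10 were lower under quantile normalization and with summed fragments, and 12 with GC and length trends removed. The interaction called none of the 20 in limma on the deposited values, and 1 above additivity with GC and length trends removed. The summed FPKM of the 20 genes was 2291 ± 38.2 in DMSO, 2066 ± 52.1 in isoxaben, 1992 ± 85.9 in PEP3 and 1855 ± 68.0 in both (mean ± SD, n = 3). Against 15 on the deposited values, 16 were lower after both under TPM scaling, 16 with summed fragments and 17 under quantile normalization, and with GC and length trends removed 17 were, so that scaling and these trends are argued against as the whole cause. The highest summed value after both, 1903 FPKM, was under the lowest after DMSO, 2256 FPKM, which argues against a division of fragments among family members. Lists of genes matched on mean expression had a median change of 0.0147, against -0.29 for the family. A general fall of highly expressed genes is therefore argued against as well. A reduction of growth or of dividing and elongating cells could lower tubulin transcripts and remains a hypothesis. Other genes of dividing cells were lower too, as the mitotic set fell after PEP3 (camera adjusted p 9.08e-06) and between both and isoxaben (3.48e-05), and 19 of 57 kinesin genes were called lower after both than after DMSO (Fisher's exact test, adjusted p 0.00438). The mitotic set was not called after isoxaben (median -0.12, camera adjusted p 0.191), except without isoxaben replicate 3 (0.0329). Numbers of cells were not measured, so that these values do not decide on the hypothesis.

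PEP3 replicate 1 had the highest shares of ribosomal RNA (0.392%), chloroplast (0.0611%) and mitochondrial (0.0682%) fragments of the 12 libraries.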
